A study of Homo sapiens with 6 samples. Its data were reported in "Modulation of mitochondrial activity by sugarcane (Saccharum officinarum L.) top extract and its bioactive polyphenols: a comprehensive transcriptomics analysis in C2C12 myotubes and HepG2 hepatocytes" (2024).

How the data were processed

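RNA of HepG2 cells was hybridized to Clariom S Human arrays by the authors, 2 arrays each for untreated control (Ctrl-H), 15 µg/mL STEE (STEE15-H) and 30 µg/mL STEE (STEE30-H), 24 h after treatment. Per the labels, the extract was given in serum-free medium, and the medium of the control wells was not given in the sources used here. Groups were taken from the sample titles.

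Per the file headers, the deposited signals are log2 values from Expression Console (version 1.4.1.46), made by GC correction, intensity scaling, background correction, quantile normalization of the 6 arrays together and median polish per transcript cluster, and written to 2 decimals. This is the signal space transformation form of robust multi-array averaging named in the methods of the study. The authors' quantile normalization was made before the summary per transcript cluster and gives all arrays nearly the same overall distribution, so a change shared by most transcripts cannot be seen. All 146106 values in the deposited value table were equal to those of the signal file, with 0 differing. The authors' deposited table for each STEE dose, exported from Transcriptome Analysis Console, holds signed linear fold changes (a score that is negative for lower genes), p-values, FDR values and log2 group means. Its p-values were described by the authors as coming from a one-way analysis of variance. Its group means reached 12.99, against 19.17 in the signal file, so it rests on another summary of the same arrays, and fold changes in it were smaller (slope 0.716 and 0.704 on those here, correlation 0.832 and 0.831 across genes). It was used for the values credited to it and for nothing else. In it 7145 genes in STEE15-H and 7286 in STEE30-H had an FDR under 0.05. The methods' test below is an unmoderated analysis of variance, named after the wording of the methods of the study. It called far fewer genes, so it is not taken as the authors' own test.

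The arrays hold 21448 gene transcript clusters, 612 negative control probe sets and other control probe sets. The control probe sets were left out of the tests of genes. Negative controls were recognized by their identifiers alone, and whether they match a human transcript was not checked. Of the clusters, 20406 carried 1 gene symbol and 1042 several, and 18630 symbols were represented, 1190 of them by several clusters. For gene names and lists a symbol was represented by its cluster with the highest mean signal, and clusters with several symbols were not named. Of 18630 symbols, 18542 matched a name or synonym in the RefSeq annotation of GRCh38.p14, from which gene positions were taken. The deposited annotation names hg38, the same build. Symbols are given as in the array annotation, some of which have since been renamed. No genes were filtered out for low signal.

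Differential expression was tested with lmFit and eBayes of limma (version 3.58.1) in R (version 4.3.3), in a single model of the 6 arrays with 3 group means, which left 3 residual degrees of freedom besides a prior of 3.39. The comparisons were STEE15-H with Ctrl-H, STEE30-H with Ctrl-H and STEE30-H with STEE15-H. P-values were adjusted by Benjamini-Hochberg over all 21448 clusters in each comparison, and genes with an adjusted p under 0.05 were called. DEGs at the threshold of the study had an unadjusted p under 0.05 and a linear fold change over 1.5. The methods of the study word this threshold as a log2 fold change, and the linear reading was taken because the genes it lists have linear folds of that size. The authors' deposited table also gives numbers of DEGs close to those of the study with it. Genes were named by a rule: PPARGC1A, the 10 largest rises and the 10 largest falls among called genes with 1 symbol whose STEE arrays lay beyond both control arrays (5 and 5 between the doses), up to 4 members of each gene list with the largest moderated statistic in a comparison, and all genes of the lists taken from the study. Where clusters of a named gene disagreed, or the brightest lay on another chromosome than the gene, the other clusters are given too.

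In all, 52 gene lists were fixed. They covered pathways, organelles, drug and stress responses, markers of other cell types, gene families taken as foreign to liver cells and 5 groups of genes named in the study. Of the 52 lists, 51 were tested, and the list of genes encoded by mitochondrial DNA had no member on the array. Lists were tested against all other genes with camera at a preset correlation of 0.01, adjusted over 51 lists in each comparison, and again with an estimated correlation. No list passed with an estimated correlation, where the smallest adjusted p was 0.360 in STEE15-H and 0.357 in STEE30-H. The median, mean and test differed in sign for 7 lists in STEE15-H and 6 in STEE30-H, none of them called. For the overlap of the dose comparisons, 50 sets of 6 unchanged arrays were simulated with independent errors. In each set both doses shared the simulated control arrays.

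The alternatives were the methods' test on 4 arrays without moderation, trend and robust moderation, a model of the 4 arrays of the groups compared, quantile normalization on top, median centring of each array, genes at or above the median signal (5.86), 1 cluster per symbol, the mean over the clusters of a symbol, a log2 reading of the fold threshold, the replicate number as a block and leaving out each array in turn. Negative control probe sets as the null of the moderated statistic were added after the data were seen, as were the comparison of variance components between groups, the tests of direction among dim genes and of shift among dim negative control probe sets, the use of immediate early genes in weighing the medium and the choice of genes drawn in the plot of single arrays. The other choices, the lists and the naming rule were fixed before the data were examined.

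The model was tested on simulated data for STEE15-H against Ctrl-H with 21448 genes. It recovered 74.6% of 67 genes changed 1.5-fold, 100% of 67 changed 2-fold and 100% of 66 changed 4-fold, with 14 false calls among 21208 unchanged genes. In these simulated data a shifted list was called and 0 of 51 others were. The simulation had independent errors on each array, without deviations shared by the arrays of a group. Figures were drawn with matplotlib (version 3.10.9).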

Results

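Gene expression was measured in HepG2 cells, a human liver cancer cell line used as a hepatocyte model, 24 h after treatment with sugarcane top ethanolic extract (STEE), a plant extract rich in polyphenols. The groups were untreated control (Ctrl-H), 15 µg/mL STEE (STEE15-H) and 30 µg/mL STEE (STEE30-H), with 2 Clariom S Human arrays in each. Every array gave a log2 signal for 21448 gene transcript clusters, and the median signal lay between 5.87 and 5.90 on all 6 arrays. Duplicate arrays correlated at r = 0.997 to 0.998 across genes, which are not independent replicates, and arrays of different groups at 0.991 to 0.993. The first principal component held 46.0% of the variance and separated Ctrl-H from STEE-treated cells, and the next held 34.9% and separated the STEE doses. The study calls the duplicates biological samples, and the labels do not say how separately they were grown. P-values here measure only the spread between duplicate arrays, and the number of arrays limits the precision. Changes are given as log2 fold changes ± standard error (n = 2 arrays per group) with limma's Benjamini-Hochberg adjusted p. "Upregulated" and "downregulated" are used of genes with an adjusted p under 0.05, and of DEGs only where the threshold of the study is named. Over all genes, 28.9% passed in STEE15-H and 26.9% in STEE30-H, and counts within a list are to be read beside these shares.

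PPARGC1A, which encodes PGC-1α, a coactivator that drives mitochondrial biogenesis, was the gene of main interest in the study. It was upregulated in STEE30-H by 0.54 ± 0.08, a 1.45-fold higher signal than in Ctrl-H (adjusted p = 0.00692). In STEE15-H the change was 0.11 ± 0.08 and did not pass the test (adjusted p = 0.325). The difference between doses was 0.43 and did pass (adjusted p = 0.0168). The mean log2 signals were 12.59 ± 0.06 (SD, n = 2) in Ctrl-H, 12.70 ± 0.01 in STEE15-H and 13.13 ± 0.01 in STEE30-H, with both STEE30-H arrays above the other 4 arrays. The gene lies on chromosome 4, from 23792021 to 24472905 in the GRCh38.p14 assembly. In the authors' deposited table it was higher in STEE30-H with an FDR of 0.0249, and its fold change in STEE15-H was 1.01 with an FDR of 0.926. The moderated adjusted p in STEE30-H did not hold without moderation in the methods' test on the 4 arrays, where the adjusted p was 0.105 for the change of 0.54. With negative control probe sets as the null of limma's statistic, a setting chosen after the data were seen, no gene passed (smallest adjusted p 0.901). That null allows no unadjusted p under 0.00163, so a gene could not pass there on its own, whatever its change.

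Genes tied to PGC-1α by the study were also measured. ESR1, the estrogen receptor alpha gene, was upregulated by 0.53 in STEE15-H and 0.58 in STEE30-H. Its mean signal in Ctrl-H was 3.48, under 4.01, the highest array median of negative control probe sets, so these are not exact folds. FOXO1, a transcription factor of fasting metabolism, measured 0.21 and 0.24 in its brightest cluster, both without passing the test (adjusted p = 0.181 and 0.148), whereas another FOXO1 cluster was downregulated in STEE30-H by 0.73 on the log2 scale. The study gave FOXO1 as downregulated, opposite to the brightest cluster. Among 24 regulators of mitochondrial biogenesis, 3 were upregulated and 4 downregulated in STEE15-H, and 4 and 6 in STEE30-H. Those downregulated included NRF1, a transcription factor of respiratory chain genes, at −0.84 and −0.41, and, in STEE30-H, TFAM, the mitochondrial DNA packaging factor, at −0.43. As a list they did not pass at either dose (adjusted p = 0.822 and 0.800).

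**Figure D1:**
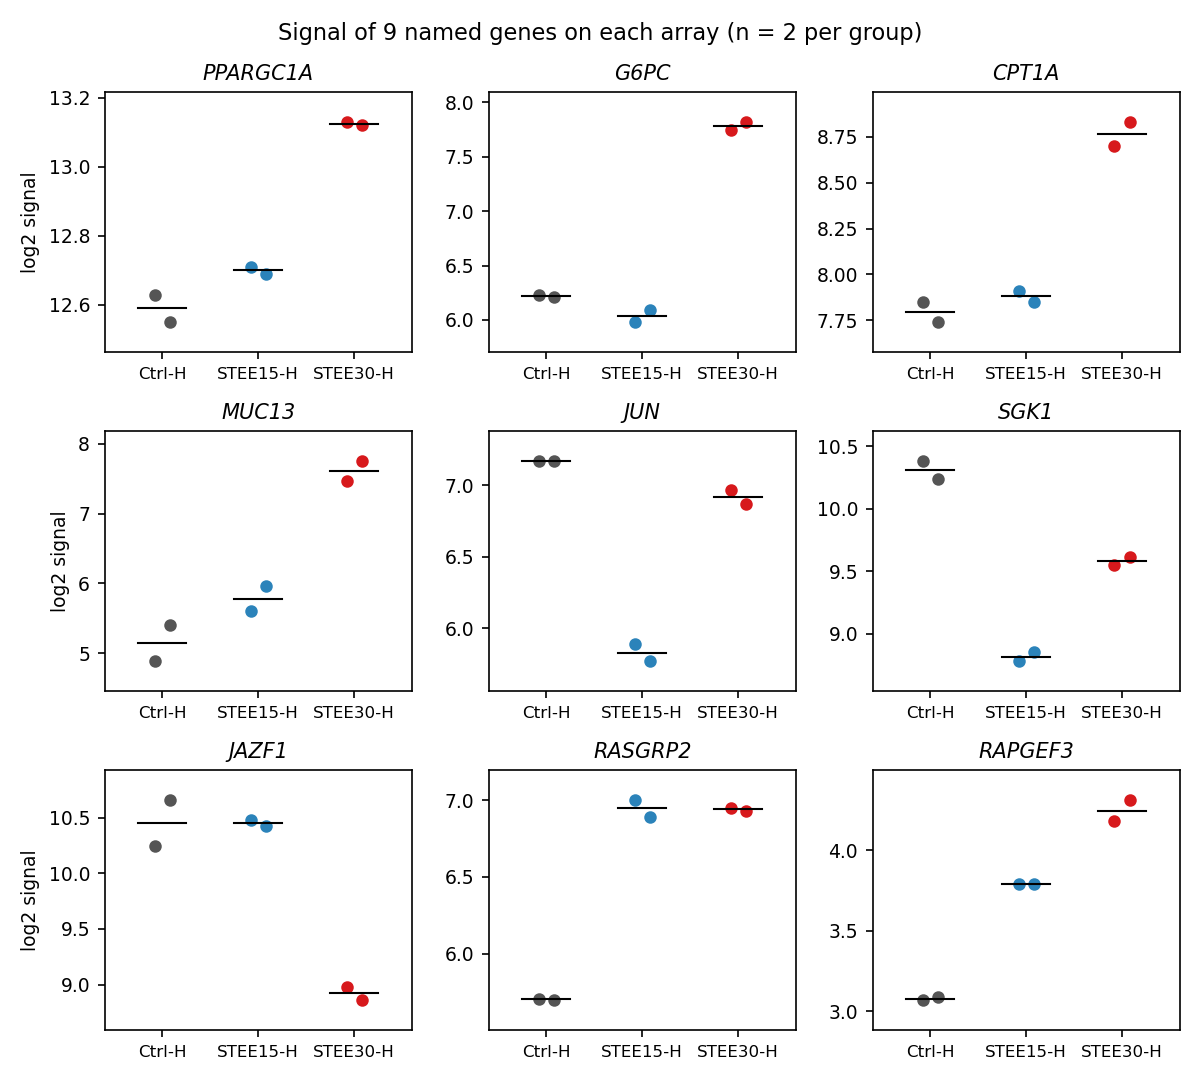
Log2 signal of 9 named genes, picked for display after their values were seen, on each array (y axis, a separate scale per gene) by group (x axis). Points are arrays and lines are means of 2 arrays, with PPARGC1A, G6PC, CPT1A and MUC13 highest in STEE30-H, and JUN and SGK1 lowest in STEE15-H.

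The comparison of STEE15-H with Ctrl-H asked which genes respond to the lower dose. SGK1, a kinase induced by serum and glucocorticoids, was 2.82-fold lower (log2 standard error 0.09), and BARD1, the partner of BRCA1 in DNA repair, and the nuclear pore gene NUP210 were downregulated, at −1.57 ± 0.17 and −1.52 ± 0.10. TERT, the catalytic subunit of telomerase, measured −1.42 ± 0.13 in its brighter cluster, while its other cluster did not change detectably at −0.06 (adjusted p = 0.667). HDAC5, a histone deacetylase, fell, at −1.42 ± 0.14, and the other large falls were ABCA13 at −1.49, IGIP at −1.46, FAM219A at −1.43, LSP1P3 at −1.42 and CHL1 at −1.42. The largest rises were PEX5L at 1.86 ± 0.45 (its other cluster at −0.25, adjusted p = 0.127), HPDL at 1.78 ± 0.10, the progesterone receptor gene PGR at 1.71 ± 0.22, ART1 at 1.69, PRR21 at 1.66 and GCKR, which encodes the inhibitor of glucokinase, at 1.61. They were followed by KRTAP19-2 at 1.60, PLEKHG4B at 1.59, ZNF667 at 1.57 and the myoglobin gene MB at 1.55. Of these 10 rises, 9 had a mean signal below the median gene, against 5 of the 10 falls. HPDL, PGR, PRR21 and KRTAP19-2 in Ctrl-H and ABCA13, IGIP and CHL1 in STEE15-H lay under 4.01, the highest array median of negative control probe sets, so their values and ranks are not exact folds.

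Immediate early genes, the fast transcriptional targets of growth factor signaling, were lower in STEE15-H. Of 19 measured, 9 were downregulated and 0 upregulated, with JUN at −1.34, IER2 at −0.94, JUNB at −0.85 and EGR1 at −0.73. The list median was −0.28 (adjusted p = 0.00275 with the preset correlation of camera, and adjusted p = 0.432 with an estimated correlation). Fatty acid synthesis genes were also lower, with 7 of 15 downregulated and 0 upregulated. They included SREBF1 and MLXIPL, transcription factors of lipogenesis, at −0.44 and −0.41, the elongase ELOVL6 at −0.43 and the desaturase SCD at −0.34. Their median was −0.32 (adjusted p = 0.0394, and adjusted p = 0.507 with an estimated correlation). Of 19 targets of ATF4, the transcription factor of the amino acid response, 7 were downregulated and 1 upregulated, with TRIB3 at −1.13, MTHFD2 at −0.55, the serine synthesis gene PSPH at −0.50 and NUPR1 at −0.48 (median −0.22, adjusted p = 0.0394, and adjusted p = 0.507 with an estimated correlation). Among 15 apoptosis regulators, 5 were downregulated and 0 upregulated. Those with the strongest statistics act in opposite ways, since BCL2L1 at −0.70, XIAP at −0.56 and MCL1 at −0.37 restrain cell death and BAX at −0.51 promotes it (median −0.21, adjusted p = 0.0394, and adjusted p = 0.507 with an estimated correlation). The lists for fatty acid synthesis, ATF4 targets and apoptosis did not pass with quantile normalization on top (adjusted p = 0.121 for each), at or above the median gene signal, where fewer genes were tested and the medians were −0.28, −0.25 and −0.37 (adjusted p = 0.297, 0.0898 and 0.120), or without STEE30-H replicate 1 (adjusted p = 0.0501 for each). Fatty acid synthesis also lost its call without Ctrl-H replicate 1 (0.0776) or STEE15-H replicate 2 (0.0684), ATF4 targets without Ctrl-H replicate 2 (0.0753) or STEE15-H replicate 2 (0.0758), and apoptosis without Ctrl-H replicate 1 (0.0776) or STEE15-H replicate 1 (0.152).

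In other groups single genes were called in STEE15-H, and the lists did not pass. Over all genes 28.9% were called, and 28.1% of negative control probe sets passed the same cut, so such counts alone do not mark a group. Of 19 hypoxia targets, 5 were downregulated and 0 upregulated, including HILPDA at −1.09 and NDRG1 at −0.42 (adjusted p = 0.129). Of 15 gluconeogenesis and FOXO target genes, 5 were downregulated and 0 upregulated, with TXNIP at −0.94, the pyruvate carboxylase gene PC at −0.64 and the insulin receptor gene INSR at −0.47 (adjusted p = 0.129). TXNIP in STEE15-H lay at 3.96, under the background of 4.01, so its value is not an exact fold. Of 19 p53 targets, 6 were downregulated and 1 upregulated, led by the cell cycle inhibitor gene CDKN1A at −0.83 (adjusted p = 0.200). In the respiratory chain, COX5A, COX7A2 and the ATP synthase subunit c gene ATP5G2 were upregulated by 0.58, 0.50 and 0.52. Upregulated members numbered 6 of 24 genes of complexes II to IV and 3 of 14 ATP synthase genes, with 0 downregulated in both lists (adjusted p = 0.519 and 0.146). Complex I went both ways, with 4 of 34 genes upregulated and 5 downregulated, NDUFA13 at 0.63 and NDUFS7 at −1.04 among them (adjusted p = 0.729).

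Taste receptors, keratin associated proteins and olfactory receptors were higher as lists. They were listed beforehand as families foreign to liver cells, an assumption not tested here. Of 114 taste receptor and keratin associated protein genes, 31 were upregulated and 4 downregulated, with KRTAP12-2 at 1.53 and KRTAP2-1 at 0.74 (median 0.15, adjusted p = 0.00221, and adjusted p = 0.432 with an estimated correlation). Of 385 olfactory receptor genes, 77 were upregulated and 27 downregulated, with OR4C11 at 1.34 and OR5D16 at 1.03 (median 0.13, adjusted p = 0.0195, and adjusted p = 0.360 with an estimated correlation). Their median signals were 4.28 and 3.74, next to array medians of 3.85 to 4.01 for negative control probe sets. With quantile normalization on top neither list passed, at medians of 0.08 and 0.04 (adjusted p = 0.121 and 0.666), and at or above the median gene signal the olfactory receptors did not, at a median of 0.37 (adjusted p = 0.0513). The taste receptor and keratin associated protein list did pass at or above the median gene signal, at a median of 0.355 (adjusted p = 0.000251 with the preset correlation). Of 22 testis and gamete genes 2 were upregulated and 2 downregulated, and of 16 neuronal markers 1 and 1, and these lists did not pass (adjusted p = 0.763 and 0.672). The lower quartile of gene signals was itself 4.21 on both Ctrl-H arrays, 4.32 on both STEE15-H arrays and 4.29 on both STEE30-H arrays. The upper quartile went the other way, at 8.78 and 8.77 on the Ctrl-H arrays, 8.66 on both STEE15-H arrays and 8.68 and 8.69 on the STEE30-H arrays.

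Over all genes, limma called 6195 in STEE15-H, 2978 upregulated and 3217 downregulated, or 1526 and 3001 when only genes at or above the median signal were tested. At the threshold of the study, taken as an unadjusted p under 0.05 and a linear fold over 1.5, there were 2504 DEGs, 1329 upregulated and 1175 downregulated. That split turned with median centring of each array, to 1235 and 1272, with quantile normalization on top, to 1114 and 1156, and among genes at or above the median signal, to 271 and 707, and was 884 and 870 by the methods' test. The arrays of the groups did not overlap for 67.0% of genes, where chance gives 33.3%. The number called was 2703 and 2614 without Ctrl-H replicate 1 or 2 and 3293 and 3103 without STEE15-H replicate 1 or 2, the lone array being assumed to vary like the others. It was 18 by the methods' test, and limma's statistic gave 0 (547 at an unadjusted p under 0.05) when negative control probe sets served as its null, a setting chosen after the data were seen. Of the 20 genes named first, PEX5L lost its call without either Ctrl-H array (adjusted p = 0.0888 and 0.124) or either STEE30-H array (adjusted p = 0.0507), and CHL1 without STEE15-H replicate 2 (adjusted p = 0.0533).

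The comparison of STEE30-H with Ctrl-H asked the same of the higher dose. MUC13, a transmembrane mucin of epithelia, showed the largest rise at 2.46 ± 0.21. G6PC, the enzyme that releases free glucose in gluconeogenesis, was upregulated by 1.57 ± 0.08, and CPT1A, which controls entry of fatty acids into mitochondria, by 0.97 ± 0.09. The largest falls were ABCA13 at −1.67 ± 0.15, the actin-binding gene TAGLN at −1.65 ± 0.09, ZSCAN12 at −1.54, ASTL at −1.54 and the zinc finger gene JAZF1 at −1.54 ± 0.14. HDAC5 at −1.53, OTUD7B, 2.82-fold lower, the RNA-binding protein gene SAMD4A at −1.48, ARHGEF10 at −1.47 and C11orf95 at −1.43 completed the 10 largest. After MUC13, the rises were PABPC4L at 1.85, the orphan receptor gene GPR153 at 1.67, KIF4B at 1.63, KRTAP12-1 at 1.63, the sodium channel gene SCN3A at 1.62, SIX3 at 1.62, FAM81B at 1.61, DOCK2 at 1.60 and KRTAP12-2 at 1.59. Of the 10 rises 6 had a mean signal below the median gene, against 2 of the 10 falls. KIF4B, SCN3A, SIX3 and FAM81B in Ctrl-H and ABCA13 and ZSCAN12 in STEE30-H lay under the same background of 4.01, so their values and ranks are not exact folds.

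Genes of respiratory complex I and of mitochondrial translation were lower as lists in STEE30-H, in a result that depended on the normalization. Of 34 complex I genes, 11 were downregulated and 0 upregulated, including NDUFS7 at −1.11, NDUFA8 at −0.64, NDUFB8 at −0.53 and NDUFV2 at −0.49. The list median was −0.12 (adjusted p = 0.00688, and adjusted p = 0.538 with an estimated correlation). Of 75 genes of mitochondrial ribosome and translation, 21 were downregulated and 7 upregulated, with MRPL44 at −0.82, MRPS24 at −0.77 and MRPL24 at −0.71 against MRPL12 at 0.87 (median −0.14, adjusted p = 0.0183, and adjusted p = 0.357 with an estimated correlation). With quantile normalization on top both medians were −0.06 and neither list passed (adjusted p = 0.0574 for complex I and 0.269 for translation), nor did they at or above the median gene signal, where fewer genes were tested and the medians stayed at −0.11 and −0.14 (adjusted p = 0.125 and 0.203). In complexes II to IV, 4 of 24 genes were downregulated, COX5B at −0.56 and SDHC at −0.44 among them, and 1 was upregulated (adjusted p = 0.945). None of 14 ATP synthase genes passed (adjusted p = 0.800 for the list). DNM1L, the dynamin that divides mitochondria, was downregulated at −0.86 ± 0.08, and MFN1, which fuses them, at −0.41 ± 0.09.

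Lipid and glucose genes changed singly. Of 23 fatty acid oxidation genes, 2 were upregulated and 3 downregulated, with CPT1A up while ACADVL, the very long chain acyl-CoA dehydrogenase, measured −0.98 and the carnitine carrier gene SLC25A20 −0.63 (adjusted p = 0.497 for the list). Of 15 fatty acid synthesis genes, 2 were downregulated, SREBF1 at −0.59 and PNPLA3 at −0.70, and 0 upregulated (adjusted p = 0.235). Of 24 cholesterol synthesis genes, 6 were downregulated and 1 upregulated, including SREBF2, a transcription factor of sterol synthesis, at −0.71, against INSIG1 at 0.72 (adjusted p = 0.164). Among gluconeogenesis and FOXO target genes, G6PC and IGFBP1, at 0.40, were upregulated, and TXNIP, at −1.24, and SESN1, at −0.86, downregulated (adjusted p = 0.841). TXNIP in STEE30-H also lay under the background of 4.01. The list of 19 hypoxia targets held 5 upregulated genes, NDRG1 at 0.44 and CA9 at 0.53 among them, and 1 downregulated gene (adjusted p = 0.235). Immediate early genes went both ways, with EGR1 at −0.74 and IER2 at −0.79 against EGR3 at 0.79 (adjusted p = 0.802).

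The taste receptor, keratin associated protein and olfactory receptor lists were again higher. Of 114 taste receptor and keratin associated protein genes, 31 were upregulated and 3 downregulated, with KRTAP4-4 at 1.51 (median 0.15, adjusted p = 0.00652, and adjusted p = 0.374 with an estimated correlation). Of 385 olfactory receptor genes, 72 were upregulated and 25 downregulated, with OR10J1 at 0.85 (median 0.12, adjusted p = 0.0185, and adjusted p = 0.357 with an estimated correlation). With quantile normalization on top neither list passed, at medians of 0.09 and 0.07 (adjusted p = 0.160 and 0.353), and at or above the median gene signal the olfactory receptors did not, at a median of 0.21 (adjusted p = 0.120). The taste receptor and keratin associated protein list did pass at or above the median gene signal, at a median of 0.475 (adjusted p = 0.000371 with the preset correlation). Of 22 testis and gamete genes 4 were upregulated and 1 downregulated, and of 16 neuronal markers 1 and 0, without passing as lists (adjusted p = 0.521 and 0.616).

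Over all genes, limma called 5764 in STEE30-H, 2855 upregulated and 2909 downregulated, or 1606 and 2597 at or above the median signal. At the threshold of the study there were 2394 DEGs, 1247 upregulated and 1147 downregulated, with 864 and 867 by the methods' test and 319 and 623 among genes at or above the median signal. The arrays of the groups did not overlap for 67.2% of genes, where chance gives 33.3%. The number called was 2465 and 2491 without Ctrl-H replicate 1 or 2 and 2468 and 2206 without STEE30-H replicate 1 or 2. It was 46 by the methods' test, and limma's statistic gave 0 (485 at an unadjusted p under 0.05) with negative control probe sets as its null.

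Genes that the study placed in MAPK signaling were mostly higher at both doses. They were chosen by the study on these same samples, so their direction is not independent evidence. Of 11 genes, 7 were upregulated and 0 downregulated in each dose group, and adjusted over the list alone the numbers upregulated were 8 and 7. RASGRP2, an activator of RAP1 and RAS, measured 1.24 ± 0.08 in STEE15-H and 1.24 ± 0.08 in STEE30-H, the calcium channel subunit gene CACNG4 0.41 and 0.88, and the cytokine gene IL1B 0.62 and 0.78. FGF3, FGF12, MAP3K6 and PIK3CG were upregulated by 0.36 to 0.57. In their brightest clusters CRKL and RPS6KA1 measured 0.13 and −0.27 in STEE30-H (adjusted p = 0.267 and 0.261). The study gave them as upregulated, opposite to the sign of this RPS6KA1 cluster. Another CRKL cluster was upregulated by 1.49 in STEE30-H, and of 22 RPS6KA1 clusters 9 were upregulated and 0 downregulated in STEE15-H and 5 and 2 in STEE30-H. The list medians were 0.40 in STEE15-H (adjusted p = 0.0308, and adjusted p = 0.507 with an estimated correlation) and 0.49 in STEE30-H (adjusted p = 0.0013, and adjusted p = 0.357 with an estimated correlation). With quantile normalization on top it did not pass in STEE15-H (median 0.30, adjusted p = 0.121). Its median signal was 4.07, close to that of the olfactory receptors and negative control probe sets, and its members at or above the median gene signal had a median of −0.15 in STEE15-H (adjusted p = 0.711) and 0.13 in STEE30-H (adjusted p = 0.310).

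Genes that the study placed in cAMP signaling, chosen on these samples too, were higher in STEE30-H, with 6 of 7 upregulated and 0 downregulated, or 7 when adjusted over the list alone. RAPGEF3, the cAMP-activated exchange factor EPAC1, was upregulated by 1.17 ± 0.08, CNBD2 by 1.08 ± 0.12, PPP1R1A, an inhibitor of protein phosphatase 1, by 0.88 ± 0.18 and the sodium channel subunit gene SCNN1B by 0.67 ± 0.18. The list median was 0.67 (adjusted p = 0.0013, and adjusted p = 0.357 with an estimated correlation). In STEE15-H 3 of the 7 were upregulated, also 3 adjusted over the list alone (median 0.23, adjusted p = 0.0643). CNBD2 measured 0.21 there in its brighter cluster (adjusted p = 0.232), while its dimmer cluster was upregulated by 1.95. The median signal of the list was 4.39, and that of RAPGEF3 in Ctrl-H was 3.08 ± 0.01 (SD, n = 2), below the medians of the negative control probe sets, so the size of its change rests on a signal at background. Among 19 known cAMP and CREB targets fixed independently of the study, 6 were upregulated and 2 downregulated in STEE30-H, with G6PC up and the phosphodiesterase gene PDE4D at −1.16, and the list did not pass (adjusted p = 0.0887).

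The study's fatty acid transport genes were mixed. FABP12 was downregulated at −0.81 ± 0.18 in STEE30-H, and FABP2 measured −0.36 without passing (adjusted p = 0.0588). FABP5 measured −0.08 and −0.35 in its cluster on chromosome 8, where the gene lies (adjusted p = 0.708 and 0.120), and the brighter cluster that the array annotation gives it, which stood for it in the list, lies on chromosome 11 and was upregulated by 0.52 and 0.53. SLC27A1, a fatty acid transport protein gene, and LCN12, a lipocalin gene, were upregulated by 0.56 and 0.56 in STEE30-H. The list of 6 genes, chosen by the study on these samples, did not pass at either dose (adjusted p = 0.704 and 0.491). ATP6V1C2, a proton pump subunit gene named by the study, was upregulated by 0.67 in STEE15-H.

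**Figure D2:**
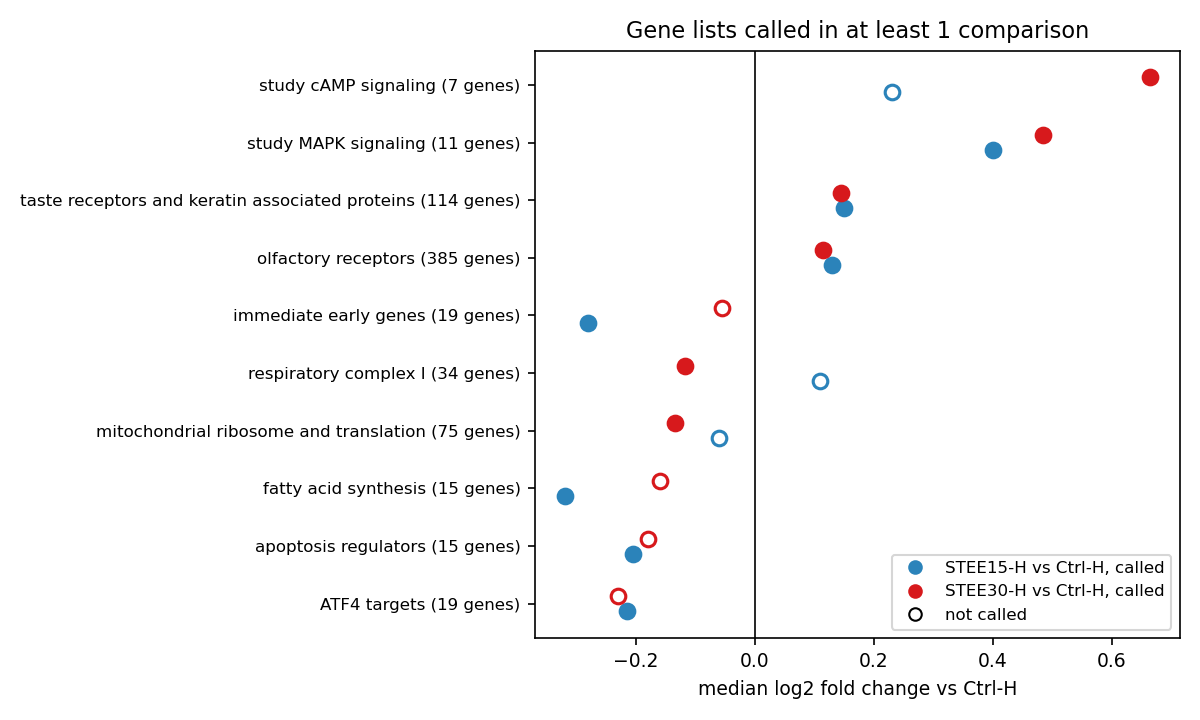
Median log2 fold change against Ctrl-H (x axis) of the 10 gene lists called in at least 1 dose group (y axis, with the number of genes measured), in STEE15-H (blue) and STEE30-H (red). Filled points passed with the preset correlation (adjusted p under 0.05), open points did not, and no list passed with an estimated correlation.

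At both doses, 1381 genes were upregulated and 1424 downregulated together, and 115 were called in opposite directions. At or above the median signal the shared calls were 715 upregulated and 1505 downregulated. HDAC5 and ABCA13 were among the strongest falls at each dose, at −1.42 and −1.53 and at −1.49 and −1.67, and KRTAP12-2 among the strongest statistics, at 1.53 and 1.59. Independent lists of these sizes would share 396 upregulated and 436 downregulated genes. Simulated unchanged groups that shared simulated Ctrl-H arrays gave a mean of 0 (259 at an unadjusted p under 0.05, where 4654 were observed). The simulation had independent errors and no deviations shared by the arrays of a group. Its mean of 0 was therefore fixed in advance, and it cannot tell an effect of STEE from such deviations. The log2 fold changes of the doses correlated at 0.596 across genes, against 0.499 in the simulation, and their covariance was 0.0823 against 0.00751. The Ctrl-H arrays were not split between the doses, since each part would hold 1 array, and part of the excess may come from sharing them. Among the negative control probe sets the same correlation was 0.497 and the covariance 0.651, larger than that of genes. The shared number fell to between 1031 and 1686 when any single array was left out, lowest without Ctrl-H replicate 1.

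The comparison of STEE30-H with STEE15-H asked where the doses differ. G6PC was higher in STEE30-H by 1.75 ± 0.08, MUC13 by 1.82 ± 0.21, IGIP by 1.73 ± 0.22, the circadian clock gene PER2 by 1.44 ± 0.12 and the creatine transporter gene SLC6A8 by 1.43 ± 0.09. Lower in STEE30-H were PEX5L at −2.61 ± 0.45, DPPA2 at −1.68 ± 0.12, JAZF1 at −1.54 ± 0.14, SPANXN4 at −1.48 ± 0.22 and ANKRD18B at −1.45 ± 0.11. IGIP in STEE15-H and PEX5L, DPPA2 and SPANXN4 in STEE30-H lay under the background of 4.01, so their values are not exact folds. JUN and CDKN1A, which fell in STEE15-H, were higher in STEE30-H than in STEE15-H, by 1.09 (adjusted p = 0.00561) and 0.98 (adjusted p = 0.00599). NDRG1 and ADM, both induced by hypoxia, were higher in STEE30-H by 0.85 and 0.78 (adjusted p = 0.00672 and 0.00884), and CPT1A by 0.89 (adjusted p = 0.00743). SESN1, a p53 and FOXO target, was lower, at −0.92 (adjusted p = 0.00599).

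Of 2855 genes upregulated in STEE30-H, STEE15-H lay between Ctrl-H and STEE30-H for 61.9%, beyond STEE30-H for 24.0% and on the other side of Ctrl-H for 14.1%, and by the test between doses 888 were significantly further from Ctrl-H at the higher dose and 100 closer. For 2909 downregulated genes these values were 62.2%, 24.2%, 13.6%, 903 and 105. These genes were picked for their STEE30-H change, which favors larger changes there.

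Between the doses limma called 4620 genes, 2340 higher and 2280 lower in STEE30-H (2184 and 1747 at or above the median signal), and the arrays did not overlap for 64.2% of genes, where chance gives 33.3%. The number called was 569 and 444 without STEE30-H replicate 1 or 2, 1607 and 1474 without STEE15-H replicate 1 or 2, 25 by the methods' test and 0 by limma's statistic with negative control probe sets as its null (322 at an unadjusted p under 0.05). PEX5L lost its call without either STEE30-H array (adjusted p = 0.0742 and 0.0694), SPANXN4 likewise (adjusted p = 0.0571 and 0.0600), and MUC13 without STEE30-H replicate 2 (adjusted p = 0.0502).

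Negative control probe sets, measured on the same arrays, give the background of these calls. In the same model, they took the variance prior of the genes. An unadjusted p under 0.05 was reached by 39.7% of 612 negative control probe sets in STEE15-H against Ctrl-H, 40.2% in STEE30-H against Ctrl-H and 44.1% between the doses. The genes that reached it were 9148, 8727 and 8154 of 21448. If negative control probe sets vary more between duplicates than genes, that prior would raise their share and widen the null they give. The signals of some named genes, such as SLC6A8 at 12.16, C11orf95 at 13.36 and PPARGC1A at 12.81, lay far above the medians of the negative control probe sets.

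**Figure D3:**
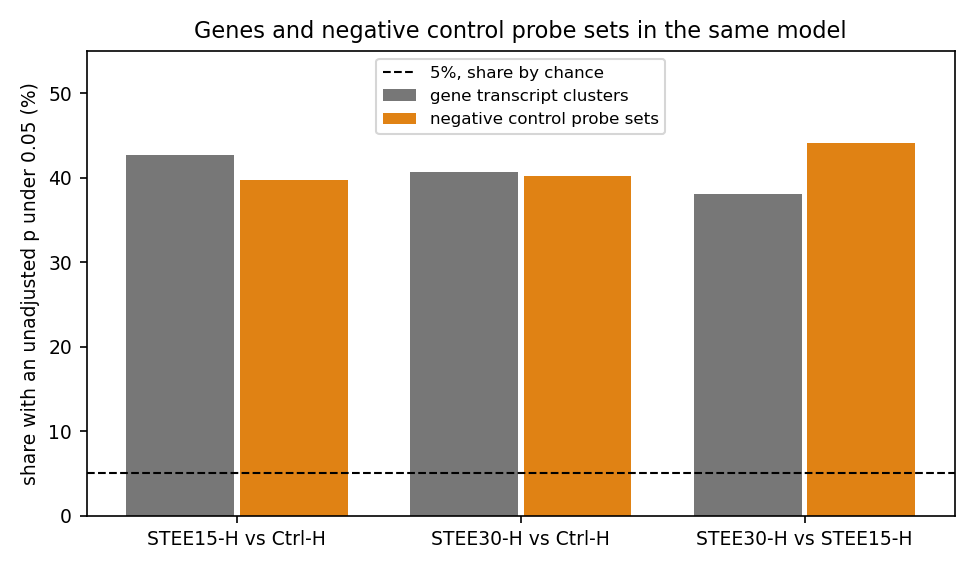
Share of features with an unadjusted p under 0.05 in limma (y axis, %) for gene transcript clusters (grey) and negative control probe sets (orange) in each comparison (x axis). The dashed line marks the 5% that chance gives, and both classes took the variance prior of the genes.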

Values the study reported

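The study reported 1559 DEGs in STEE15-H compared with the control, of which 939 were upregulated and 620 downregulated. It reported 1383 DEGs in STEE30-H, 838 upregulated and 545 downregulated. DEGs shared by both doses numbered 304 upregulated and 158 downregulated. On the arrays, PPARGC1A was given as 1.2-fold higher in STEE30-H (p = 0.004), and by qPCR PGC-1α was about 1.45-fold higher.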

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

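The comparison of variance components between groups, the share of dim genes changed upward, the medians of dim negative control probe sets and the use of immediate early genes in weighing the medium were chosen after the result was seen, and the other tests before.

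Several genes differed between the doses by the test of the difference itself (limma, adjusted p under 0.05, n = 2 arrays per group). Relative to STEE15-H, the log2 signal in STEE30-H was higher by 1.82 for MUC13, 1.73 for IGIP, 0.93 for GPR153, 0.90 for NUP210, 0.78 for SIX3, 0.77 for SGK1, 0.76 for SCN3A, 0.62 for FAM219A, 0.60 for TERT and 0.43 for PPARGC1A. The differences were −2.61 for PEX5L, −1.54 for JAZF1, −1.22 for SAMD4A, −1.18 for C11orf95, −1.08 for PRR21, −1.05 for KRTAP19-2, −0.995 for ARHGEF10, −0.94 for ZNF667, −0.90 for ASTL, −0.67 for MB, −0.64 for ZSCAN12, −0.54 for TAGLN and −0.39 for HPDL. JAZF1 measured 0 in STEE15-H and −1.54 in STEE30-H. Apart from PPARGC1A, these genes were named for a large change at a single dose, which favors a difference between doses.

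Negative control probe sets changed as often as genes did. An unadjusted p under 0.05 was found for 39.7% of them in STEE15-H against Ctrl-H, 40.2% in STEE30-H against Ctrl-H and 44.1% between the doses. Array or hybridization differences shared by the duplicate arrays of a group would raise this share above 20%, and the lowest of the 3 shares was 39.7%. Such differences may account for a large part of the calls if these probe sets have no target, which was not checked. The variance prior of the genes, used for them too, may also raise the share if they vary more than genes, and its part was not tested. If each group only had deviations of its own, with no effect common to both doses, the covariance of the dose comparisons would be no larger than the variance specific to a STEE group, and it was 1.42 times the larger of these. That ratio is above 1 but could also come from a larger deviation of the Ctrl-H arrays, which the design cannot separate from an effect of STEE, so an effect common to both doses and deviations of the groups cannot be told apart here.

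More genes passed the threshold of the study upward than downward at both doses in limma, but not in STEE15-H with median centring (1235 and 1272) or quantile normalization on top (1114 and 1156), nor in STEE30-H by the methods' test (864 and 867). Of the genes past the threshold upward in limma, 79.6% in STEE15-H and 74.4% in STEE30-H had a mean signal below the median gene, against 39.8% and 45.7% of those past it downward. If all dim probe sets shifted together, negative control probe sets below the median gene signal would shift like the olfactory receptors (medians 0.13 and 0.12), but their medians were −0.005 and −0.10 (bootstrap SD 0.0354 and 0.0310), which argues against it. Random noise drawn independently for each dim probe set has no direction. In the dimmest genes by quartile of signal 71.9% and 65.6% of those past the threshold were upward (binomial SD 1.99 and 1.98 around 50%), which argues against noise of that kind. The binomial SD takes genes as independent, so noise shared by genes of an array is not excluded. A shift confined to dim gene probe sets and a true effect of STEE on dim genes stay open as untested.

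The differences between STEE-treated and control cells might also follow the culture. Serum-free medium in the STEE wells alone would raise cholesterol synthesis genes by over 0.3, but their medians were −0.065 in STEE15-H and −0.14 in STEE30-H (bootstrap SD 0.0511 and 0.0517), while SGK1, which serum induces, was lower at both doses (2.82-fold and at −0.73) and the immediate early genes had medians of −0.28 in STEE15-H (adjusted p = 0.00275, and adjusted p = 0.432 with an estimated correlation) and −0.06 in STEE30-H (4 upregulated and 4 downregulated, adjusted p = 0.802), so a difference in medium cannot be told from an effect of STEE. Slower proliferation would lower cell cycle genes by over 0.2, and their medians were −0.07 and −0.03 (bootstrap SD 0.0616 and 0.0316). In STEE15-H the cell cycle median lies within its spread of the bound of −0.1 set for excluding it, so a small change in proliferation remains possible there. An effect of STEE itself stays open as untested by these values.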

How the results depend on the processing

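Negative control probe sets as the null were chosen after the result was seen, and the other settings were planned. PPARGC1A in STEE30-H was called in every setting but the methods' test (0.54, adjusted p = 0.105) and negative control probe sets as the null, with adjusted p from 7.46e-06 to 0.0409 elsewhere, and without 1 array its change was 0.50 to 0.58. In STEE15-H it was not called in any setting (0.07 to 0.15 without 1 array, 0.19 with quantile normalization). The numbers of genes called in STEE15-H, STEE30-H and between the doses (6195, 5764 and 4620) were 18, 46 and 25 by the methods' test, which has 2 residual degrees of freedom and no moderation. They were 0, 0 and 0 with negative control probe sets as the null of limma's statistic (smallest adjusted p 0.921, 0.901 and 0.997), which allows no unadjusted p under 0.00163. Without 1 array they were 2614 to 5172, 2206 to 5381 and 444 to 3460, lowest without Ctrl-H replicate 2, STEE30-H replicate 2 and STEE30-H replicate 2, where fewer arrays also leave fewer degrees of freedom. The number shared by both doses was 1031 to 1686. DEGs at the threshold of the study (2504 and 2394) were 1754 and 1731 by the methods' test and 21 and 30 with the threshold read as log2, which asks for larger changes, and 978 and 942 among genes at or above the median signal, where fewer genes are tested, and without 1 array 2493 to 2702 and 2396 to 2567. Upregulated genes made up 53.1% and 52.1% of these DEGs, 49.1% and 50.2% with quantile normalization on top, and 27.7% and 33.9% at or above the median signal. The covariance of the dose comparisons was 0.0755 with quantile normalization, 0.0637 at or above the median signal and 0.0821 to 0.0924 without 1 array. Lists called (7 in STEE15-H and 6 in STEE30-H) were 0 and 0 with an estimated correlation, 1 and 2 with quantile normalization, 3 and 1 at or above the median signal, and 4 to 7 and 6 to 6 without 1 array. The cause of the list changes was not tested. Of 398 called results of named genes, 190 were called in every setting run for them, which left out the methods' test and the null from negative control probe sets, where no gene was called. Over these settings 740 calls were lost, mostly without 1 array, and 87 gained, mostly with trend and robust moderation or at or above the median signal, and 0 results reversed. Of the 50 largest changes, 45 were called in every setting apart from those left out.

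Replicate numbers did not pair the arrays, since deviations from group means correlated at 0.0069, −0.0021 and 0.0106 across genes between groups. With the replicate number as a block, the genes called were 5475, 5133 and 3676, those shared by both doses 2396, the DEGs 2511 and 2399, the lists 7 and 6, the covariance 0.0823, and PPARGC1A 0.11 (adjusted p = 0.360) and 0.54 (adjusted p = 0.0152). Reading the signals from the deposited value table was not run as an alternative, since 0 values differed. For the signal, 78.9% to 83.3% of genes lay above the negative control median of their array. Changes of dimmer genes rest on signals that negative control probe sets also reach.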

Other observations

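Genes of the liver's plasma protein program changed singly at both doses, where 28.9% and 26.9% of all genes were called. SERPINA3, an acute phase protease inhibitor, was upregulated by 0.69 ± 0.09 in STEE15-H and 1.16 ± 0.09 in STEE30-H (log2 fold change ± standard error, n = 2 arrays per group), with a difference between doses of 0.47 (limma, adjusted p = 0.0165). HAMP, which encodes the iron hormone hepcidin, was upregulated by 0.50 and 0.57, haptoglobin, HP, by 0.74 in STEE15-H, and complement C5 by 0.63 in STEE30-H, while A2M, a plasma protease inhibitor, was downregulated at −0.67 and −0.46. Of 21 acute phase and complement genes, 4 were upregulated and 2 downregulated in STEE15-H and 7 and 2 in STEE30-H (adjusted p = 0.729 and 0.235). Among 23 hepatocyte markers, APOA1, the main protein of high density lipoprotein, was upregulated by 0.54 and 0.35, whereas ASGR1 and FOXA2 measured −0.69 and −0.74 in STEE15-H and were higher in STEE30-H than in STEE15-H by 0.59 and 0.71 (adjusted p = 0.00884 and 0.0085). The list did not pass (adjusted p = 0.822 and 0.497).

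Xenobiotic and interferon genes showed no common rise. Of 8 targets of the aryl hydrocarbon receptor, which binds many plant compounds, 4 were downregulated and 0 upregulated in STEE15-H, with CYP1A1 at −0.58 and TIPARP at −0.33, and in STEE30-H 2 were downregulated, CYP1A1 at −0.57 among them, and 1 upregulated (adjusted p = 0.334 and 0.843). Of 21 targets of the oxidative stress factor NRF2, 4 were downregulated and 1 upregulated at each dose, with TXNRD1 at −0.51 and −0.40 and the transporter gene ABCC3 at −1.34 and −0.56 (adjusted p = 0.200 and 0.449). Of 21 interferon response genes, 3 were upregulated and 4 downregulated in STEE15-H and 1 and 5 in STEE30-H, with IRF1 at −1.33 and −0.88 (adjusted p = 0.822 and 0.235). SPRY4, an inhibitor induced by ERK signaling, measured −1.10 and −0.41, and the ERK feedback list did not pass (adjusted p = 0.763 and 0.841). Among markers of other cell types, the muscle genes MB, at 1.55 and 0.88, and TNNI2, at 1.04 and 0.81, and the stromal gene DCN, 2.83-fold higher in STEE15-H and 2.13-fold in STEE30-H, were upregulated, and the endothelial gene PECAM1 was downregulated at −1.11 and −0.92. The muscle, leukocyte, stromal and neuronal lists did not pass at either dose, with adjusted p from 0.235 to 0.890.

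At the threshold of the study in its linear reading, 2504 genes in STEE15-H and 2394 in STEE30-H were DEGs here. Both numbers are higher than those quoted from the study above. By the methods' test without moderation, closer in number to the study, they were 1754 and 1731. These are also higher, by less than 1.5-fold. At an adjusted p under 0.05 that test called 18 and 46 genes, whereas the authors' deposited table had 7145 and 7286 at an FDR under 0.05. With the fold threshold read as log2, as the methods word it, the numbers were 21 and 30. Both are lower than those quoted from the study above. At both doses in the same direction, 488 were upregulated and 407 downregulated in the linear reading. Both are higher than those quoted from the study above. In the authors' deposited table a linear fold of at least 1.5 gave 959 upregulated and 628 downregulated genes in STEE15-H and 865 and 563 in STEE30-H. The median absolute difference between duplicate arrays was 0.11 in Ctrl-H, 0.11 in STEE15-H and 0.10 in STEE30-H.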
